# Immunologic Profiling of the Atlantic Salmon Gill by Single Nuclei Transcriptomics

**DOI:** 10.3389/fimmu.2021.669889

**Published:** 2021-05-04

**Authors:** Alexander C. West, Yasutaka Mizoro, Shona H. Wood, Louise M. Ince, Marianne Iversen, Even H. Jørgensen, Torfinn Nome, Simen Rød Sandve, Samuel A. M. Martin, Andrew S. I. Loudon, David G. Hazlerigg

**Keywords:** Atlantic salmon *(Salmo salar)*, smoltification, photoperiod, immune cells, gill, single nuclei RNA sequencing

## Abstract

Anadromous salmonids begin life adapted to the freshwater environments of their natal streams before a developmental transition, known as smoltification, transforms them into marine-adapted fish. In the wild, smoltification is a photoperiod-regulated process, involving radical remodeling of gill function to cope with the profound osmotic and immunological challenges of seawater (SW) migration. While prior work has highlighted the role of specialized “mitochondrion-rich” cells (MRCs) and accessory cells (ACs) in delivering this phenotype, recent RNA profiling experiments suggest that remodeling is far more extensive than previously appreciated. Here, we use single-nuclei RNAseq to characterize the extent of cytological changes in the gill of Atlantic salmon during smoltification and SW transfer. We identify 20 distinct cell clusters, including known, but also novel gill cell types. These data allow us to isolate cluster-specific, smoltification-associated changes in gene expression and to describe how the cellular make-up of the gill changes through smoltification. As expected, we noted an increase in the proportion of seawater mitochondrion-rich cells, however, we also identify previously unknown reduction of several immune-related cell types. Overall, our results provide fresh detail of the cellular complexity in the gill and suggest that smoltification triggers unexpected immune reprogramming.

## Introduction

During its life cycle, the Atlantic salmon migrates between fresh and seawater environments (1). Atlantic salmon eggs hatch in freshwater streams where they develop for 1-4 years. On reaching a critical size threshold, immature fish known as ‘parr’ are sensitized by several weeks of winter photoperiod (day-lengths), after which, exposure to increasing photoperiods stimulates the parr to transform into a ‘smolt’ ready for migration to sea (2). This process, known as smoltification, is mediated by endocrine factors that collectively deliver extensive phenotypic remodeling, leading to overt changes in length, weight, silvering, migratory behavior, immune function and osmoregulatory capacity, dependent on gill physiology (1).

The salmonid gill is a complex multifunctional organ, essential for gas exchange, nitrogenous waste excretion, pH balance and osmoregulation (3). It is also a major mucosal immune barrier harboring a dedicated lymphoid tissue termed gill associated lymphoid tissue (GIALT) (4, 5) which is rich in T cells, natural killer cells and macrophages. Although it is known that smoltification suppresses immune function, little, if anything, is known about which immune cell types in the gill are modified (6). Structurally, the gills are arranged in symmetrical arches, each of which are populated by numerous filament structures, which are themselves densely flanked with lamellae. The gill is composed of seven major cell types (7). Pavement cells (PVCs) have an enlarged surface area on the apical membrane, and form the majority of the epithelium (8). Pillar cells (PCs), which are structural cells, define the blood spaces within the lamellae (9). Goblet cells (GCs) reside in the filament epithelium and excrete mucus (10). Non-differentiated progenitor cells (NDCs) colonize basal and intermediate layers of the gill epithelium (11). Chemosensory neuroepithelial cells (NECs) lie along the length of the efferent edge of the gills and are innervated by the central nervous system (12). Mitochondrion-rich cells (MRCs) and their adjacent accessory cells (ACs) are located at the trough between two lamellae where they abundantly express the channels and pumps required to maintain the osmotic gradients between blood plasma and both fresh- and seawater (13–15).

Smoltification induced increases in cortisol and growth hormone, as well as declines in prolactin drive conversion of the Atlantic salmon gill from a freshwater-adapted organ to a seawater-adapted organ. This change in endocrinology coincides with a switch in anatomical and molecular phenotypes of MRCs and ACs, and these have formed the major focus of smoltification of gill physiology (1, 14, 16). In the gills of fish living in freshwater, Na^+^ ions are taken up by proton exchange across the apical membrane of MRCs and then transported into the blood *via* the sodium potassium ATPase (NKA) on the basolateral membrane (17–19). Cl^-^ ions, meanwhile, are exchanged or channeled across the apical membrane then enter the blood through an undefined channel (20–23). In saltwater adapted gills, NKA in the basolateral membranes of MRCs generates a chemical and electrical gradient, motivating both loss of Cl^-^ ions *via* the smoltification-induced apical CFTR channels and paracellular escape of Na^+^ ions (15, 24) [reviewed in (25)].

While changes in MRC function are undoubtedly of central importance for the ion regulatory changes which take place during smoltification, the remodeling of gill phenotype likely extends far beyond these facets (26, 27). During this time the fish are exposed to novel pathogens to which they have not previously been exposed and it is hypothesized that reorganization of the gill immune system needs to coincide with the required physiological changes (6, 28, 29). Here we resolved the complexities of smoltification-driven changes in gill cytology using a single-nuclei RNAseq strategy, exploring the transcriptional responses to smoltification and seawater transfer at individual nuclei-level resolution, with a particular emphasis on immune cell abundance and transcriptional expression.

## Material and Methods

### Animal Welfare Statement

The Atlantic salmon smoltification experiment was conducted as part of the routine, smolt production at Kårvik havbruksstasjonen, and was approved by the Norwegian Animal Research Authority (NARA) for the maintenance of stock animals for experiments on salmonids. This is in accordance with Norwegian and European legislation on animal research.

### Experimental Design

Atlantic salmon (*Salmo salar*, Aquagene commercial stain) were raised from hatching in freshwater, under continuous light (LL, > 200 lux at water surface) at ambient temperature (~10°C). Juvenile salmon were housed in 500 L circular tanks and fed continuously with pelleted salmon feed (Skretting, Stavanger, Norway). At seven months of age parr (mean weight 49.5g) were sampled for T1 (experiment start). Two days later remaining parr were equally distributed between two 100L circular tanks, and over the next seven days the photoperiod was incrementally reduced to a short photoperiod (SP, 8h light:16h darkness). T2 sampling occurred on experimental day 53 (44 days on SP), remaining parr were transferred back to LL on experimental day 60. T3 sampling occurred on experimental day 110 (50 days after return to LL), then a sub-cohort of fish were netted out and transferred to full strength seawater for 24h before the final T4 collection.

### RNAseq Analysis

Gill samples were collected and RNA extracted as described in Iversen et al. (27). Sequencing libraries were prepared using the TruSeq Stranded mRNA HS kit (Illumina). Library mean length was determined by a 2100 Bioanalyzer using the DNA 1000 Kit (Agilent Technologies) and library concentration was measured with the Qubit BR Kit (Themo Scientific). Each sample was barcoded using Illumina unique indexes. Single-end 100bp sequencing of sample libraries was carried out on an Illumina HiSeq 2500 at the Norwegian Sequencing Center (University of Oslo, Oslo, Norway). Cutadapt (30) was used to remove sequencing adapters, trim low quality bases, and remove short sequencing reads using the parameters -q 20 -O 8—minimum-length 40 (version 1.8.1). Quality control of the reads were performed with FastQC software. Mapping of reads to reference genome was done using STAR software (ver. 2.4.2a) (31). HTSEQ-count software (version 0.6.1p1) was used to generate read count for annotated genes (32). Raw counts were analyzed using EdgeR (ver. 3.30.0), using R (ver. 4.0.2) and RStudio (ver. 1.1.456). A quasi-likelihood F-test with exhaustive intergroup contrasts was used to identify differential expressed genes between T1-T3 samples, an FDR threshold was set to <0.01. Clustering analysis was performed using Pearson correlation, and heatmaps rendered using the R package pheatmap. An exact test was performed to identify differential expressed genes between T3 and T4. RNAseq data is available from the European nucleotide archive (PRJEB34224).

### Single Nuclei RNAseq Analysis

Our choice of single nuclei RNAseq (snRNAseq) rather than single cell RNAseq (scRNAseq) allowed us to use frozen samples. The use of frozen samples permits consistent dissociation of fibrous gill tissue, prevents gene expression changes provoked by the dissociation of living cells, and allows for parallel library preparation of our longitudinal study samples (33). Comparison between snRNAseq and scRNAseq report broadly comparable gene detection but it should be noted that nuclear depleted genes are less visible to a snRNAseq analysis (34, 35).

Gills for single nuclei analysis were snap frozen on dry ice and stored at -80°C. Duplicate samples were processed for T1-T4. Nuclei were released by detergent mechanical lysis, then samples were homogenized (30s) and nuclei isolated by sucrose gradient (36). Libraries were created using Chromium Single Cell 3′ GEM, Library & Gel Bead Kit v3 (10x technologies) using a NextSeq500 by University of Manchester genomic technology core facility (UK). Raw data was processed using Cell Ranger (10x Technologies, ver. 3.1.0), where the count command generated counts per cell. The cell count was 2355.5 ± 539.8 (SD) for each sample and the pooled duplicate cell count for T1-T4 was 4771 ± 163.6 (SD). 

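The count files as deposited held 19709 barcodes, each taken as 1 nucleus, with 1748 to 3373 per sample. The mean was 2464 ± 543 nuclei per sample (SD, n = 8 samples), and the pooled duplicates held 4927 ± 179 nuclei per time point (SD, n = 4 time points). Restricting the files to nuclei with at least 200 and fewer than 2500 detected genes left 18844 nuclei, 2355.5 ± 577 per sample (SD, n = 8) and 4711 ± 189 per time point (SD, n = 4). The 865 nuclei that this range removes, 4.39% of all, had 2500 detected genes or more. All 19709 nuclei were kept for the values given beside the results. The smaller set was run as an alternative for the clusters and for comparisons of shares of nuclei. Tests of the levels and changes of genes were not run on it. The 865 nuclei held from 8.43% to 47.01% of the UMIs of a sample.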

The NCBI ICSASG_v2 genome was used for alignment, with gene annotations from the NCBI Salmo salar Annotation Release 100. The R package Seurat (ver. 3.1.5) was used to perform an integrated analysis using all snRNAseq data (37), further details in results and discussion. Raw and processed data is available from GEO data archive (GSE166686).

### Gene Ontology Analysis

Human orthologs to Atlantic salmon genes were identified by generating protein sequence homology based orthogroups using the Orthofinder pipeline (38). Where possible, this links Atlantic salmon genes to their human gene counterpart through the shortest distance in ortholog gene trees. Human genome nomenclature consortium (HGNC) identifiers were then used to infer gene ontology to Atlantic salmon genes cohorts using the Consensus Path Database over-representation analysis adjusted to a background list of all genes expressed in the analysis (39). Taken together these data form a useful indication of the concerted function of the gene lists, however, we encourage a degree of skepticism in the roles of individual genes, few of which have been tested for isofunctionality with their orthogroups (40).

## Results

### A Single-Nuclei Survey of Atlantic Salmon Gill Cells

We profiled 18,844 individual nuclei from eight Atlantic salmon gill samples from four smolt developmental states (**Figure 1A**). 

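Gills of Atlantic salmon were sampled at 4 time points, with 2 samples at each. T1 parr had been kept in constant light, T2 fish were on short photoperiod (8 h light and 16 h darkness per day), T3 fish had been returned to constant light, and T4 fish had then spent 24 h in seawater. The methods place T2 on experimental day 53, after 44 days on short photoperiod, and T3 on day 110, 50 days after the return to constant light, whereas the sample labels and the legend of Fig. 2 give 8 weeks for each period. Nuclei were isolated from frozen tissue and captured one per droplet, where each polyadenylated transcript receives a barcode of the droplet and a unique molecular identifier (UMI), so that amplified copies of a molecule are counted as 1. The authors aligned the reads to the ICSASG_v2 genome, counted UMIs per gene and nucleus with Cell Ranger 3.1.0 and deposited these counts without normalization. The T1 samples held 3730457 and 2894923 UMIs, the T2 samples 2850790 and 4033968, the T3 samples 3469522 and 3257730, and the T4 samples 4383507 and 2770081. The median nucleus held 801 and 904 UMIs in the T1 samples, 638 and 1031 in the T2 samples, 918 and 924 in the T3 samples, and 1013 and 877 in the T4 samples. From these counts the nuclei were clustered again with Seurat 5.3.0 as the paper describes, with duplicates pooled within a time point and anchors found against T1 as the reference. The paper's text does not name the number of dimensions or the resolution, so 30 dimensions of 2000 variable genes were used. Hemoglobin genes and 43 copies of genes that the paper names, 59 genes in all, were left out of the variable genes. These genes therefore had no part in shaping the clusters. Other genes reported for a cluster, such as CD3G and the pillar cell collagens, were not left out and may have shaped it. Nuclei of 1 sample are not replicates of each other, so each test compared samples. Shares of nuclei were tested with edgeR's quasi-likelihood test on nuclei counted per cluster and sample, with all nuclei of a sample as its library size. For changes of expression, UMIs were summed per sample and cluster, normalized by edgeR's TMM method, filtered to a minimum count of 10 and tested at an adjusted p under 0.01. All 8 samples entered each fit, which shares 1 estimate of the spread over the 4 time points. For the place of a gene among clusters, the level of a gene, as UMIs scaled to the total of its cluster and sample (CPM), was compared between clusters within each sample on the log2(CPM + 1) scale, and an SD of such CPM values over 8 samples includes the differences between time points. Levels from the fits of changes carry their normalization and are given as TMM-normalized CPM.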

To define the nuclei cluster structure across developmental states we pooled duplicate samples and integrated data between all four states. We next identified anchors: cells that represent shared biological states across datasets. Anchors were then used to calculate “correction” vectors allowing all fours states to be jointly analyzed as an integrated reference (37). 

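Of the 20 resolutions from 0.1 to 2 that were tried, none gave exactly 20 clusters of the 19709 nuclei, and 19 clusters at resolution 0.3, the lowest of those nearest to 20, were used. The clusters are numbered here by size, from cluster 1 with 2756 nuclei (13.98% of all) to cluster 19 with 31 nuclei (0.16%). Names were given only where a cluster was enriched for marker genes listed before the data were examined. On that basis cluster 1 was pavement cell-like, cluster 2 T cell-like (1986 nuclei), cluster 6 pillar cell-like (1462 nuclei), cluster 7 MRC-like (1384 nuclei), cluster 10 goblet cell-like (985 nuclei), clusters 12 and 16 vascular cell-like (687 and 363 nuclei), and cluster 17 ionocyte-like (360 nuclei), with markers that MRCs and accessory cells share. The other 11 clusters are referred to by number. The median number of UMIs per nucleus ran from 590 in cluster 2 to 2344 in cluster 9, where 25.1% of the nuclei had 2500 genes or more. Resolution 0.8, the alternative that moved the number of clusters most, gave 23, and each of the 19 clusters was found again there with an overlap of at least 50%. Without integration of the time points 14 of the 19 were found again.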

Unsupervised graph clustering partitioned the nuclei into 20 clusters, which are defined by the correlative co-expression of a list of marker genes (**Supplementary Table 1**). We then visualized these data using a uniform manifold approximation and projection (UMAP) dimension reduction technique (**Figure 1B**). To assign a cell identity to each cluster we identified expression of cell-specific marker genes where possible, then complemented this approach using an unbiased gene ontology analysis (**Figures 1B, C**).

**Figure 1:**
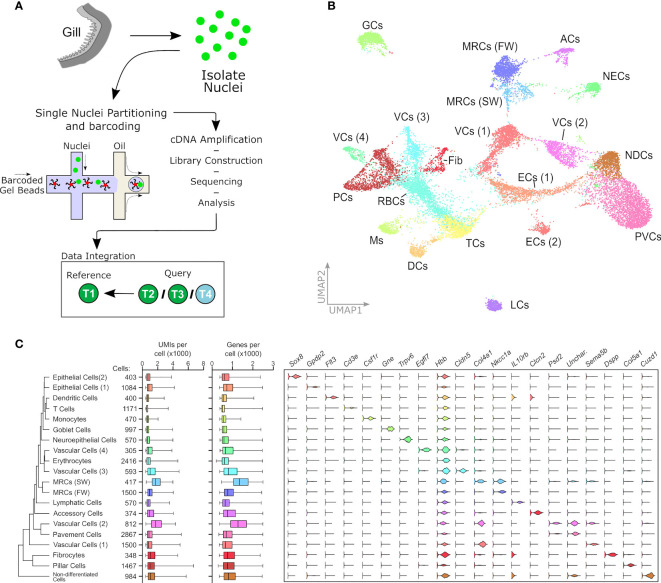
Single nuclei RNAseq analysis of Atlantic salmon gill tissue. **(A)** Gill tissue processing. Pooled duplicates from all T2, T3 and T4 collection points are integrated against T1 as a reference set. **(B)** UMAP plot of pooled cell data from 18844 cells representing eight samples from four collection states. The plot indicates 20 separate cell clusters. **(C)** Expression of marker genes in 20 cell clusters. From left to right: hierarchical relatedness of difference cell clusters; total cells in each cluster; UMI number in each cell cluster; gene features in each cell cluster; violin plots showing expression pattern of marker genes for each cluster. ACs, accessory cells; DCs, dendritic cells; ECs, epithelial cells; fib, fibrocytes; GCs, goblet cells; LCs, lymphatic cells; Ms, monocytes; MRC, mitochondrion-rich cells; NDCs, non-differentiated cells; PVCs, pavement cells; RBCs, red blood cells (erythrocytes); TCs, T cells; VCs, vascular cells.

The most well-described gill cells are the MRCs and ACs, which are clearly separated from other gill cell types by their abundant expression of the osmotic regulators *NKAa1a* and *NKAa1b* sodium-potassium ATPase subunits (for details see **Figure 3C**). 

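In the deposited counts nkcc1a had 1763 UMIs in the MRC-like cluster 7, at 1003 ± 479 CPM (SD, n = 8 samples). The highest other cluster was cluster 13 with 233 ± 126 CPM. The difference, 2.16 on the log2 scale, had the same sign in 8 of 8 samples (exact sign-flip permutation test, two-sided, p = 0.0078). In the ionocyte-like cluster 17 the level was 172 CPM over all of its nuclei. Genes were placed among clusters by 37 such comparisons, over which Benjamini-Hochberg adjustment of the exact permutation p takes 0.0078 to 0.0107 and 0.0156 to 0.0193.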

The MRCs were highlighted within this subset by their shared expression of the sodium-potassium-chloride co-transporter *Nkcc1a*. We further discriminated the SW population of MRCs from the FW cluster by their increasing abundance through smoltification (see **Figure 2**), and through the specific expression of a collagen alpha-chain gene, *Col4a1*, which is shared in expression with two vascular cell (VC1 and VC2) groups, highlighting the developmental heritage of the SW MRC cluster (**Figure 1C**) (3). 

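At the resolution used here the MRC-like nuclei formed 1 cluster, and Col4a1 did not set it apart. Col4a1 is listed at 2 loci. LOC106577877 stood at 373 ± 246 CPM (SD, n = 8 samples) in cluster 7 and at 3424 ± 943 CPM in cluster 3, where it was highest, with cluster 7 lower by 3.44 on the log2 scale in 8 of 8 samples (exact sign-flip permutation test, two-sided, p = 0.0078). Cluster 9 followed with 2204 CPM over all its nuclei. The second locus, LOC106586666, reached 151 ± 76.6 CPM in the vascular cell-like cluster 16 and 7.0 ± 7.9 CPM in cluster 7. Within cluster 7, LOC106577877 rose from 146 ± 37.2 CPM at T1 to 562 ± 275 CPM at T3 (SD, n = 2 samples), a log2 fold change of 1.89 (standard error 0.42, adjusted p = 0.00977 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That adjusted p passed 0.01 under 9 of 12 alternative settings and reached 0.144 under the others. Its level in cluster 3 is over 5 times that in cluster 7, and free RNA from cluster 3 was not separated from transcription in the MRC-like nuclei. At higher resolutions, examined after the main clustering had given a single MRC-like cluster, a further cluster with more Col4a1 took up some of the MRC-like nuclei. It did so at 10 of the 20 resolutions, the lowest being 1.1, where the part held 352 nuclei, 275 of them from the MRC-like cluster, with 992 CPM of LOC106577877 against 195 CPM in the other MRC-like nuclei. The nuclei of this part were deeper, with a median of 1887 UMIs against 889.5 (both over all samples).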

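Slc26a6 is listed at 2 loci, and both were close to the limit of detection. Cluster 17, used here, was named by markers that MRCs and accessory cells share, so it is not shown to be accessory cells. LOC106572269 had 56 UMIs in the 18 larger clusters, of which 2 lay in the ionocyte-like cluster 17. Its level was 5.1 ± 14.4 CPM (SD, n = 8 samples) in cluster 17 and 16.4 ± 15.6 CPM in the MRC-like cluster 7, the highest other cluster. The difference, a log2 difference of -2.49 for cluster 17, was not separable from the spread between samples (exact sign-flip permutation test, two-sided, p = 0.0625). LOC106566781 had 43 UMIs, none of them in the 360 nuclei of cluster 17. Over all nuclei of a cluster LOC106572269 was highest in cluster 7, at 17.1 CPM, and LOC106566781 in cluster 8, at 3.5 CPM.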

Interestingly, the AC cluster was characterized by its expression of *Slc26a6*, an apical membrane Cl^-^/HCO_3_ exchanger, heretofore misassigned to MRCs (**Figure 1C**) (41, 42).

**Figure 2:**
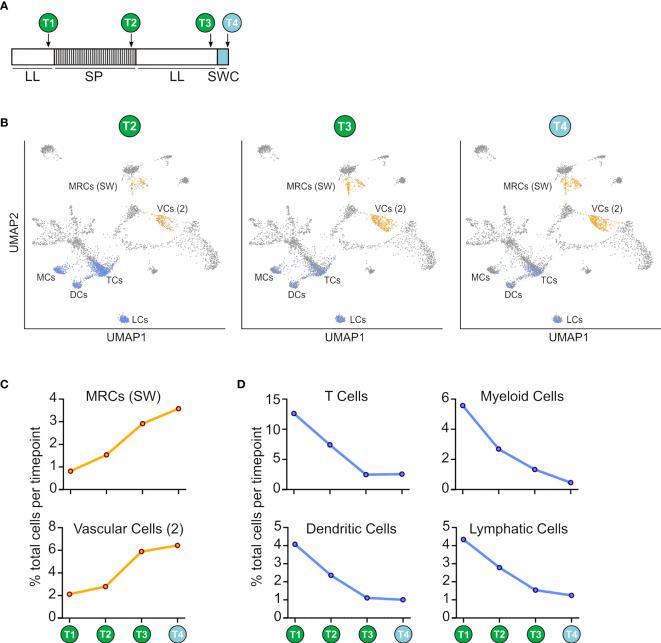
Comparative abundance of cell clusters at different sampling points. **(A)** Experimental design. Fish were kept in constant light (LL) from hatching then transferred to short photoperiod (SP; 8L:16D) for 8 weeks before being returned to constant light (LL) for 8 weeks. Finally the fish were transferred to sea water for 24h. Sample points are indicated T1-T4. **(B)** Subset of cell clusters from T2, T3 or T4 (orange and blue dots) overlaid on T1 cells (grey dots). **(C)** Increasing abundance of sea-water mitochondrion-rich cells (MRCs SW) and vascular cells (VC 3) during smoltification **(D)** Decreasing abundance of leukocytes and immune-associated cells during smoltification.

**Figure 3:**
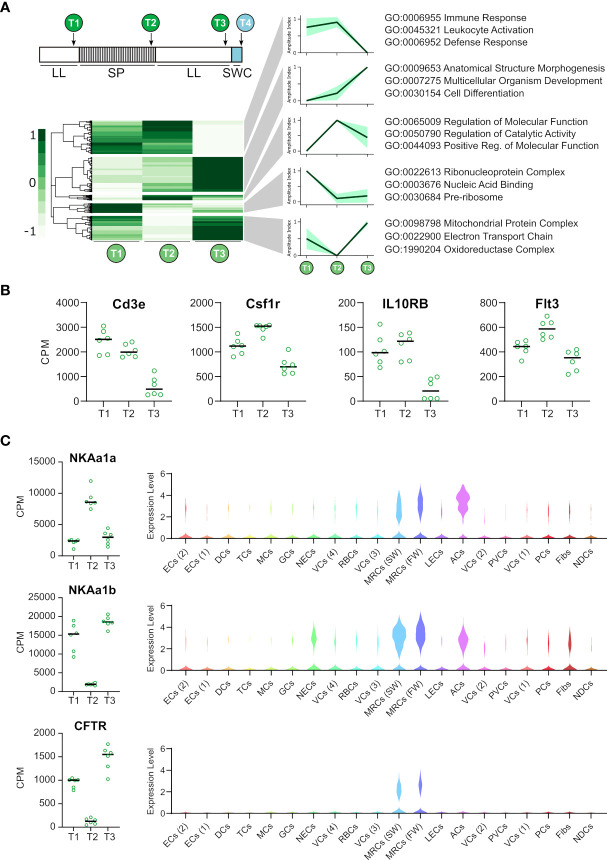
Photoperiodic changes in gill gene expression and localized cell cluster expression. **(A)** Heat map representing 9746 genes differentially regulated (FDR <0.01) from T1-T3. Regulatory patterns for 5 major cluster are shown as amplitude index and 95% confidence limits. Major gene ontology terms for each cluster are shown. **(B)** RNAseq data for immune-associated genes differentially expressed by smoltification (FDR <0.01). **(C)** RNAseq data for “classical” smoltification-related genes and violin plots showing their cluster specific expression.

Goblet cells were identified by the specific expression of the mucin gene *Muc5ac* (**Figure 1C**) (43). 

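Of the 3 loci named Muc5ac in the gene tables, LOC106600198 was highest in the goblet cell-like cluster 10, at 645 ± 378 CPM (SD, n = 8 samples). Cluster 4 followed with 114 ± 49.2 CPM, a log2 difference of 2.37 that held in 8 of 8 samples (exact sign-flip permutation test, two-sided, p = 0.0078). The locus with the most UMIs, LOC106602669, was instead highest in cluster 8 with 3796 ± 1392 CPM, where cluster 10 had 382 ± 196 CPM. LOC106577588 was highest in the vascular cell-like cluster 16 with 1037 ± 401 CPM, against 13.7 ± 13.2 CPM in cluster 10.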

Cluster identity was supported by the association of enriched GO terms for ‘vesicle’ and ‘secretion by cell’ (**Supplementary Table 1**).

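Hemoglobin genes, 16 loci taken together, had 229292 UMIs. They were highest in cluster 4, at 22632 ± 8138 CPM (SD, n = 8 samples), followed by the vascular cell-like cluster 12 with 18206 ± 6262 CPM. Cluster 4 was the higher of the pair in 8 of 8 samples, by 0.30 on the log2 scale (exact sign-flip permutation test, two-sided, p = 0.0078). The 4 genes that led cluster 4 by fold over other nuclei were trichohyalin-like genes, HBZ and the erythrocyte marker alas2 were among the first 10, and the cluster was not named.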

Erythrocytes were identified due to their expression of diverse hemoglobin subunits including *Hbb* (**Figure 1C**). We were interested to note that the markers defining the erythrocyte population, including beta-globin, were expressed widely among all cell types. It is unclear what role extra-erythroid hemoglobin plays in the gill, however, mammalian studies suggest that hemoglobin, in addition to its oxygen carrying capacity, may play an antimicrobial role (44). 

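Hemoglobin UMIs were found in all 18 clusters with more than 31 nuclei. Their share of all UMIs was 2.26% in cluster 4, 1.89% in the vascular cell-like cluster 12, 1.52% in the vascular cell-like cluster 16 and 1.29% in the pillar cell-like cluster 6. In the T cell-like cluster 2 the share was 1.27%, in the pavement cell-like cluster 1 it was 0.46%, and the lowest was 0.33% in cluster 9. Per nucleus this came to between 5.67 hemoglobin UMIs in the goblet cell-like cluster 10 and 37.4 in cluster 12. RNA released from lysed cells into the droplets adds UMIs to nuclei that do not express a gene, and the counts do not separate it from transcripts of the nucleus itself.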

As a major mucosal immune barrier, this capacity may be pertinent to the gill (5).

Of great interest we also highlighted several immune cell clusters. The T cell cluster was identified by the classical marker *Cd3e* (**Figure 1C**) (45), and was enriched for the GO term ‘thymic T cell selection’ (**Supplementary Table 1**). 

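The T cell-like cluster 2 held 713 of the 1449 UMIs of cd3e in the 18 larger clusters. Its level was 448 ± 242 CPM (SD, n = 8 samples), against 76.5 ± 38.9 CPM in cluster 4, the highest other cluster. The log2 difference of 2.6 held in 8 of 8 samples (exact sign-flip permutation test, two-sided, p = 0.0078). Cd3e was not among the markers by which the cluster was named, of which 12 of 14 detected copies were enriched, including CD3G, CD247, CD2 and lck.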

A dendritic cell-like cluster was identified by *Flt3* (46), *Xcr1* (47) and *CD209* (48) expression, although of note, this cluster also expressed *Itgae* which is more typically associated with T cells (**Figure 1C** and **Supplementary Table 1**) (49). 

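Markers of dendritic cells and monocytes were enriched together in cluster 11 (866 nuclei), so it was left unnamed. Flt3 (LOC106579503) was highest there, at 508 ± 124 CPM (SD, n = 8 samples) against 82.9 ± 39.5 CPM in the T cell-like cluster 2, a log2 difference of 2.72 in 8 of 8 samples (exact sign-flip permutation test, two-sided, p = 0.0078). Itgae was also highest in cluster 11, at 654 ± 179 CPM, with 372 ± 221 CPM in cluster 2. That difference, 0.97 on the log2 scale, held in 7 of 8 samples (exact sign-flip permutation test, p = 0.0156). The locus named for CD209, c209e, had 2 UMIs in cluster 11 and was highest in cluster 15, at 64.0 ± 34.9 CPM against 3.2 ± 7.2 CPM. No locus in the gene tables carried the name Xcr1, so no value is given for it.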

We further identified a monocyte-like cluster based on the expression of the monocyte markers *ACP2* and *C1QA* (50), although this cluster also likely subsumes neutrophil cells due to the presence of the *CSF3R* (51) and *LAMP2* (52) marker genes (**Supplementary Table 1**). 

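Acp2 stood at 143 ± 55.9 CPM (SD, n = 8 samples) in cluster 11 and at 174 ± 57.4 CPM in cluster 14, where some monocyte markers were also enriched. The log2 difference of -0.29 was within the spread between samples (exact sign-flip permutation test, two-sided, p = 0.3125). Csf3r separated the pair of clusters, with 561 ± 308 CPM in cluster 11 against 109 ± 59.6 CPM in cluster 14, a log2 difference of 2.06 in 7 of 8 samples (exact sign-flip permutation test, p = 0.0156). Lamp2 did not separate them, at 370 ± 86.4 CPM against 318 ± 115 CPM (log2 difference 0.28, exact sign-flip permutation test, p = 0.2656). No locus named C1QA was matched.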

Lastly we identify a lymphatic cell population defined by typical *Prox1* expression (**Figure 1C**) (53).

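Prox1 had 200 UMIs in the 18 larger clusters, of which 109 lay in cluster 14 (467 nuclei). Cluster 14 was taken for this comparison because Prox1 was highest in it. Its level was 263 ± 87.4 CPM (SD, n = 8 samples), and the highest other cluster was cluster 18 with 40.7 ± 27.9 CPM. The log2 difference of 3.67 held in 8 of 8 samples (exact sign-flip permutation test, two-sided, p = 0.0078). Of the 7 lymphatic marker copies listed beforehand, 1 (stab1) was enriched in cluster 14, and it was not named.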

We defined a neuroepithelial cell cluster by its expression of *Notch1* (54), *Occludin* (55) and *Hes1* (56) markers in union with the enriched GO terms for ‘cellular response to stimulus’ and ‘signal transduction’ (**Supplementary Table 1**). 

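Cluster 13 (493 nuclei) was taken here because it had the most Notch1. LOC106579992 reached 1256 ± 372 CPM (SD, n = 8 samples) in it and 213 ± 117 CPM in the vascular cell-like cluster 16, a log2 difference of 2.73. LOC106585423 reached 1169 ± 336 CPM against 447 ± 185 CPM in cluster 16, a log2 difference of 1.42. Both held in 8 of 8 samples (exact sign-flip permutation test, two-sided, p = 0.0078). The remaining Notch1 locus, LOC106601274, did not differ between cluster 13 and cluster 3 (103 ± 49.2 against 116 ± 35.7 CPM, exact sign-flip permutation test, p = 0.4609). Occludin (ocln) was lower in cluster 13, at 355 ± 100 CPM, than in cluster 8, at 628 ± 102 CPM, in 8 of 8 samples (log2 difference -0.86, exact sign-flip permutation test, p = 0.0078). Hes1 was not matched to a locus.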

The remaining eight cell types were broadly defined as clear molecular indicators were not found. A cluster of ‘non-differentiated cells’ was tentatively defined by the GO enrichment for ‘desmosome’ a structure typical to this cell type (**Supplementary Table 1**) (7). 

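The gene tables name 4 loci Cldn4. LOC106612824 was highest in cluster 5 (1519 nuclei), which had KRT14 and ccl28 among its 10 leading genes, at 1142 ± 381 CPM (SD, n = 8 samples) against 586 ± 98.7 CPM in cluster 14, a log2 difference of 0.89 in 7 of 8 samples (exact sign-flip permutation test, two-sided, p = 0.0156). The other 3 loci were lower in cluster 5 than in the cluster where each was highest, in 8 of 8 samples. LOC106581065 and LOC106612819 were highest in the pavement cell-like cluster 1, at 848 ± 220 CPM and 624 ± 125 CPM, and LOC106563812 in cluster 8, at 928 ± 602 CPM. No second cluster of this kind was named, and no locus named PCDH11X was matched.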

Two epithelial cell clusters were identified due to their high degree of relatedness, expression of tight junction and cell adhesion molecules including Cld4 (57) and PCDH11X (58), and enrichment of GO terms including ‘keratinization’. Four vascular cell clusters were described by their common GO enrichment for ‘tube development’ and ‘blood vessel development’ (**Supplementary Table 1**). 

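Otospiralin (LOC106579496) was found mainly in cluster 15 (404 nuclei), which held 569 of its 967 UMIs in the 18 larger clusters and was taken here for that reason. Its level there was 906 ± 512 CPM (SD, n = 8 samples), against 43.5 ± 21.5 CPM in the pillar cell-like cluster 6, a log2 difference of 4.31 in 8 of 8 samples (exact sign-flip permutation test, two-sided, p = 0.0078). Genes of cartilage and bone matrix, such as spp1 and matn1, led cluster 15, and it was not named. In cluster 6 all 14 copies of the collagen and other pillar cell markers listed beforehand were enriched, with a median log2 fold of 2.83 over other nuclei, and 4 of 5 fibrocyte marker copies were enriched there as well.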

We indicate a potential fibrocyte population due to its otospirilin expression (**Supplementary Table 1**) (59), and a pillar cell cluster characterized by its diverse collagen expression and enriched GO terms for ‘extracellular matrix’ (**Supplementary Table 1**). Lastly we define a pavement cell cluster by the high abundance of the cluster and its GO enrichment for the terms ‘apical junction complex’ and ‘basolateral plasma membrane’ (**Supplementary Table 1**). 

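The pavement cell-like cluster 1 was the largest, and its share of the nuclei of a sample was 7.4% ± 1.97 at T1, 16.8% ± 9.92 at T2, 14.5% ± 2.76 at T3 and 15.0% ± 3.83 at T4 (SD, n = 2 samples each). All 10 marker loci used to name it were enriched, with a median log2 fold of 2.05 over other nuclei, and 3 of them were among its 10 leading genes. These loci were taken from the paper's own marker table, made from the same nuclei, so their enrichment is not independent evidence of the name.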

The novel populations of fibrocyte-like cells, and several types of vascular- and endothelial-like cells that partitioned across several clusters, together suggesting greater complexity in gill cytology that previously appreciated (**Figures 1B, C**).

### Major Changes in Cell Composition During Smoltification

To understand how gene expression and cellular complexity changes within the gill during smoltification and seawater transfer we compared the snRNAseq profiles at different developmental points [**Figure 2A** and **Supplementary Table 2**; for confirmation of smolt status see (27)]. 

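Of the 19 clusters, 2 changed more than 3-fold in mean share between T1 and T3, both downward. The T cell-like cluster 2 was 3.55-fold lower at T3 and cluster 11, with dendritic cell and monocyte markers, 3.73-fold lower. Between T1 and T4 the number was 4, of which 3 fell (clusters 2, 11 and 14) and the smallest cluster, 19, rose. Without integration of the time points, the alternative that moved these numbers most, 5 of 19 clusters changed more than 3-fold by T3 and 6 by T4. Against the spread between duplicates, no cluster's share passed an adjusted p of 0.05 in any of the 4 comparisons tested with edgeR (T2 with T1, T3 with T1, T3 with T2, T4 with T3), and DESeq2 passed none either. At an unadjusted p under 0.05 the edgeR numbers were 2, 6, 5 and 0 and the DESeq2 numbers 2, 3, 4 and 0. Samples with the same replicate number deviated together in their shares in all 6 pairs of time points, and with the number as a block in the fit 1, 3, 7 and 0 clusters passed. The labels do not state that the numbers pair the samples, and the block was judged from the same shares that it tests.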

The abundance of six nuclei clusters changed dramatically (>3 fold change in percentage abundance) during smoltification (**Figure 2B**). SW MRCs increased in proportion steadily from T1-T4, consistent with previous descriptions of Atlantic salmon gill physiology (60). 

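The MRC-like cluster as a whole did not rise. Its share of the nuclei was 7.97% ± 1.5 at T1, 5.23% ± 1.33 at T2, 7.79% ± 0.36 at T3 and 7.57% ± 4.39 at T4 (SD, n = 2 samples each), with no trend over the 8 samples (exact permutation test of the slope of the logit share, two-sided, all arrangements of the samples, p = 0.9794). The part with more Col4a1 that separated at resolution 1.1 made up 0.94% ± 0.11, 1.40% ± 0.28, 2.00% ± 0.09 and 2.93% ± 1.69 of the nuclei at T1, T2, T3 and T4. This resolution was chosen after the values had been seen, and the trend of such a part was rising at each of the 10 resolutions that gave one. Its exact permutation p, unadjusted, ran from 0.004, at resolution 1.1, to 0.3373, at resolution 1.7, and was under 0.05 at 9 of the 10. These parts also hold nuclei from other clusters, and from 19.1%, at resolution 1.2, to 87.4% of their nuclei were MRC-like, so a rise of MRC-like nuclei alone is not shown. In the nuclei with fewer than 2500 genes a part appeared at 12 of the 20 resolutions, rising at each, with an exact permutation p from 0.0444 to 0.0619 that was under 0.05 at 5 of the 12, and 53.8% to 60.5% of its nuclei were MRC-like.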

We also observed a marked increase in vascular cell (2) number, with the major differences occurring between T2 and T3, suggesting that this vascular cell cluster proliferates in line with growth rates (**Figure 2C**). 

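The vascular cell-like cluster 12, which also had the most Rhag, made up 2.38% ± 0.16 of the nuclei at T1, 2.12% ± 0.32 at T2, 4.49% ± 0.04 at T3 and 4.89% ± 0.06 at T4 (SD, n = 2 samples each). Both T3 samples lay above both T2 samples, a ratio of means of 2.12 and a log2 fold change of 1.08 (standard error 0.36, adjusted p = 0.151 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 19 clusters). With the replicate number as a block the adjusted p of the same edgeR comparison, by Benjamini-Hochberg, was 0.039, which holds only if the numbers pair the samples. From T1 to T3 the log2 fold change was 0.91 (standard error 0.36, adjusted p = 0.137, edgeR with Benjamini-Hochberg adjustment). The other vascular cell-like cluster, 16, stood at 2.35% at T1, 1.08% at T2, 2.36% at T3 and 1.58% at T4.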

Interestingly, four immune-related nuclei clusters representing T cells, monocyte cells, dendritic cells and lymphatic cells fell dramatically during smoltification (**Figure 2D**). 

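The T cell-like cluster 2 made up 21.6% and 15.2% of the nuclei in the T1 samples, 6.05% and 24.6% in the T2 samples, 4.40% and 5.98% in the T3 samples, and 3.68% and 4.53% in the T4 samples. Its mean was 18.4% ± 4.50 at T1 and 5.19% ± 1.12 at T3 (SD, n = 2 samples each). Both T3 samples lay below both T1 samples, and the log2 fold change was -1.83 (standard error 0.68, adjusted p = 0.137 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 19 clusters). Leaving out T2 replicate 2, or T2 replicate 1, which both enter the estimate of the spread, brought this adjusted p to 0.0394 and 0.0497 (edgeR, Benjamini-Hochberg). In cluster 11, where dendritic cell and monocyte markers were enriched together, the mean share was 8.50% ± 3.24 at T1, 6.04% ± 4.56 at T2, 2.28% ± 1.84 at T3 and 1.68% ± 0.68 at T4. Its log2 fold change from T1 to T3 was -1.90 (standard error 0.71, adjusted p = 0.137 by edgeR with Benjamini-Hochberg adjustment). In cluster 14, with Prox1 and some monocyte markers, the mean share was 4.29% ± 0.28, 2.82% ± 0.63, 1.48% ± 0.65 and 1.25% ± 0.87 at the 4 time points. Its log2 fold change from T1 to T3 was -1.54 (standard error 0.53, adjusted p = 0.137 by edgeR with Benjamini-Hochberg adjustment). With the replicate number as a block, edgeR with Benjamini-Hochberg adjustment gave an adjusted p of 0.000435 for cluster 11 and 0.00114 for cluster 14, while cluster 2 had 0.0652. These block values hold only if the replicate numbers pair the samples, which the labels do not state. The paper's monocyte, dendritic and lymphatic cell clusters have no 1-to-1 counterpart among these clusters. The paper reports that its 4 immune-related clusters fell during smoltification.

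**Figure D1:**
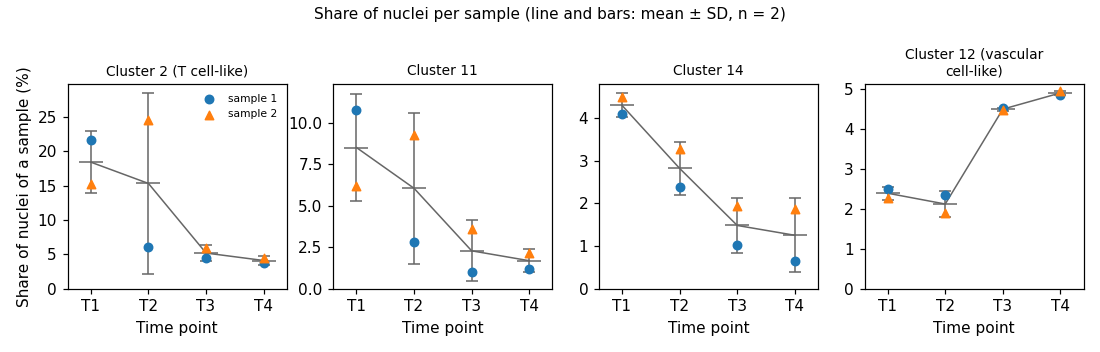
Share of the nuclei of a sample (%, vertical axes) in clusters 2, 11, 14 and 12 at T1 to T4 (horizontal axes), one panel per cluster. Circles are replicate 1, triangles replicate 2, and grey lines with bars the mean ± SD (n = 2 samples per time point). The T2 samples of cluster 2 lie apart, at 6.05% and 24.6%, and in cluster 12 the T3 and T4 samples lie above those of T1 and T2.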

Changes in cell abundance occurred with a similar profile in all immune-associated cell clusters, with consistent decline observed between T1-T3. In contrast, 24h SW transfer does not appear to affect immune-cell abundance directly (**Figure 2D**). These results highlight the complex and dynamic changes in cellular composition that occur in the gill during smoltification.

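Over the 6 samples of T1 to T3 the trend of the share was tested by an exact permutation of the slope of the logit share on the order of the time points, two-sided, over 90 arrangements. The exact permutation p was 0.1333 for the T cell-like cluster 2, 0.1111 for cluster 11 and 0.0222, the smallest that 90 arrangements allow, for cluster 14. After Benjamini-Hochberg adjustment of the exact permutation p over 19 clusters, all 3 had an adjusted p of 0.3619. An adjusted p under 0.05 would have needed 9 clusters at the smallest p together, so this adjusted test could hardly have passed. The test does not use the replicate numbers, which may or may not pair the samples. With arrangements within replicate numbers, chosen after the results were seen, the smallest p over T1 to T3 is 0.0556. The slope was negative in each. In clusters 2 and 11 the T2 samples lay apart, with replicate 1 near the T3 samples and replicate 2 among or above those of T1. Over all 8 samples of T1 to T4 the exact permutation p was 0.0175, 0.0254 and 0.0103 for clusters 2, 11 and 14, with an adjusted p of 0.0965 for each by the same test and adjustment. Among the 19 clusters 6 had an unadjusted p under 0.05 in this test, and none passed after adjustment. Without T2 replicate 2 the number that passed was 2. Over T1 to T4 the exact permutation p within replicate numbers was 0.0208 for clusters 2 and 11, with an adjusted p of 0.1056, and 0.0035, the smallest that 576 arrangements allow, for cluster 14, with an adjusted p of 0.066 (Benjamini-Hochberg).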

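Between T3 and T4 the log2 fold change of the share was -0.34 (standard error 0.67) in the T cell-like cluster 2, -0.44 (standard error 0.72) in cluster 11 and -0.26 (standard error 0.55) in cluster 14. The adjusted p was 0.941 for each (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The samples of both time points overlapped in all 3 clusters. Leaving out T3 replicate 2 turned the change in cluster 11 to 0.77 and in cluster 14 to 0.27, so that its direction rested on single samples. In a simulation with 1 common spread for all clusters, a fall by 1 on the log2 scale from T1 to T3 was found in 5.7% of the changed clusters and a fall by 2 in 57.7%. The spread of single clusters differs, so these rates do not hold for each of them.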

### Nuclei Cluster-Specific Expression of Smoltification-Associated Factors

Next, we wanted to identify cluster types where smoltification is associated with cluster-specific gene regulation. As our snRNAseq dataset represented duplicate samples at each developmental point, we cross referenced our snRNAseq analysis with whole gill RNAseq analysis of T1-T3 (n = 6), identifying 9746 genes differentially regulated by smoltification (quasi-likelihood F-test with exhaustive intergroup contrasts, FDR <0.01). Pearson correlation clustering of these genes resolved five major clusters that were associated with immune response, structural morphogenesis, catalytic activity, ribonucleoprotein complexes and mitochondrial respiration (**Figure 3A**). Given the conspicuous decrease in immune cell abundance seen in our snRNAseq experiment, we data-mined our RNAseq dataset to track the expression of the marker genes for the T cell (Cd3e), monocyte (Csf2r), LEC (Il10rb) and DC (Flt3) clusters (**Figure 3B**). In accordance with our snRNAseq analysis each of these factors are reduced after smoltification, supporting the evidence that immune cells are depleted during this process. A number of “classical” smoltification-related genes was also identified and localized to specific cell types (**Figure 3C**). As expected, CFTR was highest under constant light (LL), and was highly localized in expression to MRCs. 

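The locus named CFTR in the gene tables (LOC100136366) had 915 UMIs in the 18 larger clusters, of which 121 lay in the MRC-like cluster 7. Its level in cluster 7 was 66.2 ± 35.3 CPM (SD, n = 8 samples), second to cluster 3 with 152 ± 46.0 CPM, and cluster 7 was lower than cluster 3 in 8 of 8 samples by 1.32 on the log2 scale (a log2 difference of -1.32, exact sign-flip permutation test, two-sided, p = 0.0078). In the T cell-like cluster 2 it stood at 17.1 CPM over all nuclei. Summed over all nuclei, CFTR was at 27.3 ± 1.9 TMM-normalized CPM at T1, 30.9 ± 3.9 at T2, 36.9 ± 6.0 at T3 and 40.9 ± 13.0 at T4 (SD, n = 2 samples each). The log2 fold change from T1 to T3 was 0.43 (standard error 0.26, adjusted p = 0.456 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Within cluster 7 it was -0.40 (standard error 0.56, adjusted p = 0.809, edgeR with Benjamini-Hochberg adjustment). Many loci carry no name in the gene tables, so other copies of CFTR may be missing from these values.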

We also identified the reciprocal regulation of sodium-potassium ATPase subunits, specifically, suppression of NKAa1a and increase in NKAa1b (14). Inspection of cellular localization within our snRNAseq dataset showed that expression of these genes were, as anticipated, highest within the MRCs and ACs (**Figure 3C**).

Our previous work identified genes whose expression are predicated on exposure to several weeks of short-photoperiod exposure (27). In Atlantic salmon, these “winter-dependent” genes are analogous to vernalization dependent genes in *Arabidopsis (*61), where a dosage of exposure to a winter-like stimulus (in *Arabidopsis*, cold; in Atlantic salmon, short photoperiod) controls the presentation of a seasonal phenotype under summer-like stimulus (in *Arabidopsis*, warmth and long days; in Atlantic salmon, long photoperiod). Winter-dependent genes are therefore intrinsically linked to unidirectional smolt development, and may play a mechanistic role in pre-adaptation of the gill for seawater migration. Surprisingly, canonical markers of smolt status, including the reciprocal expression of NKA subunits, are not winter-dependent. Rather than indicating life history progression, NKA subunit expression correlates directly to photoperiod, meaning that their usefulness in asserting smolt status is flawed (27).

Using our RNAseq dataset we identified novel, winter-dependent genes which we then isolated from our snRNAseq dataset to identify the cell clusters that express these factors (**Supplementary Figure 1**). Of particular interest was Cuzd1, a gene associated with tumorigenesis, as well as prolactin-induced JAK/STAT5 signaling during mammary gland development in mice, and muscle growth in zebrafish (62–65). 

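Cuzd1 (LOC106562604) was highest in cluster 8 (1226 nuclei), which was compared with the others for that reason and was not given a cell type name. Its level there was 4224 ± 1169 CPM (SD, n = 8 samples), against 503 ± 399 CPM in cluster 9, a log2 difference of 3.29 in 8 of 8 samples (exact sign-flip permutation test, two-sided, p = 0.0078). Within cluster 8 it stood at 4344 ± 966 CPM at T1, 5196 ± 523 at T2, 4410 ± 1699 at T3 and 2946 ± 472 at T4 (SD, n = 2 samples each). After TMM normalization the log2 fold change from T1 to T3 was -0.05 (standard error 0.42, adjusted p = 0.985 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and from T2 to T3 it was -0.41 (standard error 0.42, adjusted p = 0.715, edgeR, Benjamini-Hochberg). Summed over all nuclei, Cuzd1 was at 398 ± 177 TMM-normalized CPM at T1, 825 ± 155 at T2 and 632 ± 302 at T3, with a log2 fold change of 0.66 from T1 to T3 (standard error 0.39, adjusted p = 0.442, edgeR, Benjamini-Hochberg). The share of nuclei in cluster 8 was 2.88% at T1 and 6.50% at T3.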

The induction of Cuzd1 within non-differentiated cells of the Atlantic salmon gill suggests Cuzd1 is important in gill development during smoltification, and may hint at a role for prolactin signaling. We also identified Rhag, a transporter associated with erythrocytes in mammals, but expressed in the teleost gill where it is thought to regulate ammonium excretion (66–68). Its predominant expression within the vascular cell (VC 3) cluster suggests this cluster plays a specialized role in ammonium balance within the Atlantic salmon gill (69). 

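Rhag is listed as LOC106571195, with 6042 UMIs in the 18 larger clusters. It was highest in the vascular cell-like cluster 12, at 2185 ± 473 CPM (SD, n = 8 samples), followed by the vascular cell-like cluster 16 with 767 ± 350 CPM, a log2 difference of 1.62 in 8 of 8 samples (exact sign-flip permutation test, two-sided, p = 0.0078). The pillar cell-like cluster 6 came next with 419 CPM over all its nuclei, and the remaining 15 clusters had at most 273 CPM. The related gene rhbg was highest in cluster 9, at 1442 ± 297 CPM, against 356 ± 64.9 CPM in cluster 12. Within cluster 12, Rhag did not change between T1 and T3 beyond the spread between samples, with 1960 ± 14.4 and 2013 ± 213 CPM (SD, n = 2 samples each; log2 fold change -0.02 after TMM normalization, standard error 0.27, adjusted p = 0.985 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).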

We also highlight Hg2a (CD74), a multifunctional protein best characterized as a chaperone during mammalian MHCII antigen presentation but also important for endosomal trafficking, cell migration and cellular signaling (70, 71). Hg2a is expressed in the gills of other teleosts however little is known of its function within this context (72, 73). 

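The locus paired with Hg2a (cd74a, LOC106604844) had 86094 UMIs in the 18 larger clusters. It was detected in each of them, from 1443 CPM over all nuclei of the MRC-like cluster 7 to 5383 CPM in cluster 9, with 4687 CPM in cluster 8 and 4515 CPM in the pavement cell-like cluster 1. These are sums of counts over the nuclei of a cluster, to which free RNA in the droplets can add. Summed over all nuclei it stood at 3284 ± 1721 TMM-normalized CPM at T1, 4487 ± 1641 at T2, 2406 ± 289 at T3 and 2271 ± 430 at T4 (SD, n = 2 samples each). Its log2 fold change from T1 to T3 was -0.45 (standard error 0.41, adjusted p = 0.658 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).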

The striking abundance of Hg2a transcripts in our analysis and its common expression in all cell clusters suggests it plays a valuable role in salmonid gill function. Taken together our data show that the phenotypic change driven by smoltification is diverse and engages all gill cells.

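In 18 clusters with enough nuclei, 80043 pairs of a gene and a cluster were tested between T1 and T3, and 252 passed an adjusted p of 0.01 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment within a cluster (149 higher and 103 lower at T3). DESeq2 passed 241 of the 80043. The MRC-like cluster 7 had 89 changed genes, cluster 9 had 34, the pavement cell-like cluster 1 had 30, cluster 8 had 15, and the T cell-like cluster 2 had 13. The remaining clusters apart from 15 and 16 had between 2 and 9. Clusters 15 and 16 had none by edgeR, where 255 and 80 genes had an unadjusted p under 0.05 and DESeq2 passed 9 and 2. Of the 252 calls, 81 (32.1%) lay in a cluster where the gene's level was at least 5 times lower than in another cluster, and 171 remain without them. Without a filter on low counts, the alternative that moved the number most, 893 pairs passed, and with each sample left out in turn between 187 and 581 did. Between T2 and T3, 530 pairs passed (275 higher and 255 lower at T3). Summed over all nuclei of a sample, 31 genes passed between T1 and T3 and 75 between T2 and T3, and leaving out T1 replicate 1 reduced the former to 0. The named genes with the largest changes from T1 to T3 there were LOC106609768 (cytidine monophosphate-N-acetylneuraminic acid hydroxylase-like) with a log2 fold change of 5.56 (standard error 0.67, adjusted p = 0.00723), the carbonic anhydrase LOC106569487 with 5.16 (standard error 0.48, adjusted p = 0.00248) and RHCG (LOC106562250) with -4.80 (standard error 0.60, adjusted p = 0.00827), by edgeR with Benjamini-Hochberg adjustment. They passed 0.01 under 5, 8 and 5 of 12 alternatives, and the first ran from 4.67 to 10.0 with each sample left out. From T2 to T3 they were st2s2, with 0 of 6884758 UMIs at T2 and 91 of 6727252 at T3 (adjusted p = 0.00362), the same carbonic anhydrase with 7.92 (standard error 0.59, adjusted p = 0.000505) and dscam with 6.38 (standard error 0.76, adjusted p = 0.00471, edgeR, Benjamini-Hochberg). By sampling of UMIs alone a count of 0 allows up to 3 UMIs, which puts st2s2 at least 31-fold higher at T3. This bound pools both samples of a time point and leaves out the spread between them. These passed 0.01 under 9, 12 and 8 of 12 alternatives, and dscam ran from 5.18 to 11.14 with each sample left out.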

### Cell Cluster-Specific Expression of Seawater Transfer-Associated Factors

Smoltification manifests when the Atlantic salmon smolts migrate downstream and arrive in the marine environment, thereby committing to an oceanic phase of the life cycle (1). To gain insight into this critical step in smolt gill remodeling we identified 144 induced and 107 suppressed genes (whole gill RNAseq, FDRE<0.01; **Supplementary Table 3**) after exposure to seawater for 24h. Gene ontologies showed the induced gene cohort was significantly associated with keratinization (**Figure 4A**) and the suppressed gene cohort was related to immune function, including the key immune regulators CD40, CXCL10, TAP and TAPBP (**Figure 4B**).

**Figure 4:**
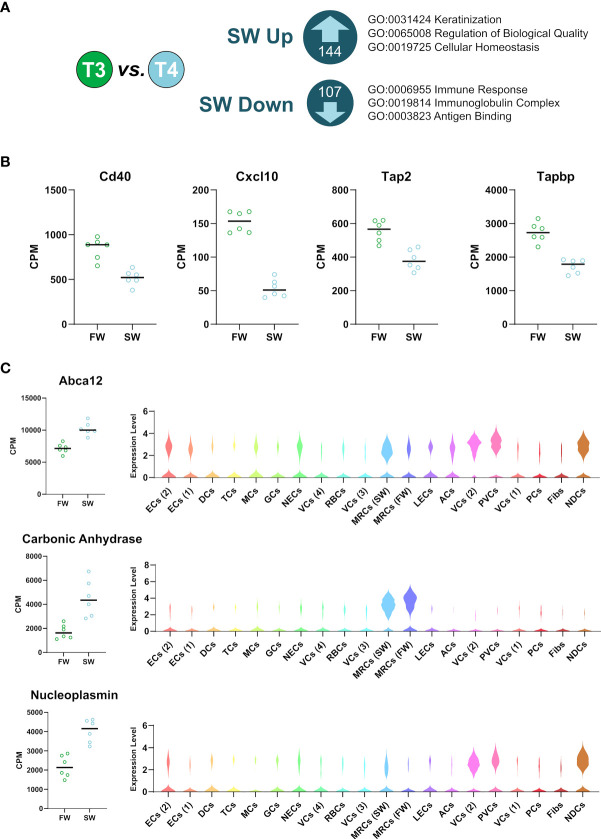
Sea-water transfer-associated changes in gill gene expression and localized cell cluster expression. **(A)** Genes differentially regulated (FDR <0.01) by 24h seawater transfer. Major gene ontology terms for each cluster are shown. **(B)** RNAseq data for immune-associated genes suppressed by seawater transfer (FDR <0.01) **(C)** RNAseq data for sea-water transfer-related genes and violin plots from the snRNAseq dataset showing their cluster specific expression.

We then cross-referenced the seawater induced genes (**Figure 4A**) with our snRNAseq data to identify cluster-specific gene regulatory responses (**Figure 4C**). For example, we localize the expression of an enzyme involved in both ionic and acid/base balance, carbonic anhydrase, to MRCs (26, 74). 

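The carbonic anhydrase of Fig. 4C is LOC106569487 (carbonic anhydrase 4-like). It was highest in the MRC-like cluster 7, at 1930 ± 2170 CPM (SD, n = 8 samples), followed by cluster 3 with 233 ± 255.8 CPM, a log2 difference of 2.61 in 8 of 8 samples (exact sign-flip permutation test, two-sided, p = 0.0078). The wide SD comes from the time points. In cluster 7 the level was 68.2 ± 10.2 CPM at T1, 22.9 ± 17.4 at T2, 4380 ± 1385 at T3 and 3248 ± 1161 at T4 (SD, n = 2 samples each). The log2 fold change from T1 to T3 was 5.97 (standard error 0.48, adjusted p = 2.23e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it passed 0.01 under all 12 alternatives, staying between 5.54 and 6.30 with each sample left out. From T3 to T4, in seawater, it was -0.43 (standard error 0.37, adjusted p = 1.0, edgeR, Benjamini-Hochberg). No gene passed an adjusted p of 0.01 between T3 and T4 in any of the 18 clusters by edgeR or by DESeq2, with 2389 pairs of a gene and a cluster at an unadjusted p under 0.05 by edgeR and 591 by DESeq2. Summed over all nuclei the number was 0 by edgeR, with 504 genes at an unadjusted p under 0.05, and 1 by DESeq2.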

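The gene abca12 had 22079 UMIs in the 18 larger clusters. Over all nuclei of a cluster it stood at 1862 CPM in the pavement cell-like cluster 1, 1677 CPM in cluster 9, 1146 CPM in cluster 8, 787 CPM in the MRC-like cluster 7 and 680 CPM in the ionocyte-like cluster 17, and the lowest level was 213 CPM in the vascular cell-like cluster 12. Averaged over samples, cluster 1 had 1909 ± 581 CPM and cluster 9 had 1691 ± 517 CPM (SD, n = 8 samples). Cluster 1 was the higher in 7 of 8 samples, by 0.18 on the log2 scale (exact sign-flip permutation test, two-sided, p = 0.0312, and 0.0373 after Benjamini-Hochberg adjustment). After thinning each nucleus to 500 UMIs the difference in the share of nuclei with a UMI no longer passed 0.05 (exact sign-flip permutation test, p = 0.0547). Within cluster 1 the log2 fold change from T3 to T4 was 0.24 (standard error 0.37, adjusted p = 1.0 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).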

We also show that ATP-binding cassette sub-family A member 12 (Abca12), a gene important in epidermal lipid barrier formation (75), is broadly expressed, but particularly concentrated in MRCs (SW), pavement, vascular, and non-differentiated cells. Interestingly, we show that a protein chaperone that helps regulate chromatin state, nucleoplasmin (76, 77), is expressed specifically in non-differentiated, vascular and pavement cells groups, suggesting that these cell types undergo a change in chromatin status under seawater exposure.

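Nucleoplasmin is listed as LOC106585752 (nucleoplasmin-like protein ANO39). It was highest in cluster 8, at 1083 ± 375 CPM (SD, n = 8 samples), and in the pavement cell-like cluster 1, at 1070 ± 384 CPM, which did not differ (log2 difference -0.02, exact sign-flip permutation test, two-sided, p = 0.7812). Cluster 9 followed with 796 CPM over all its nuclei, and the other 15 clusters had between 141 and 314 CPM. From T3 to T4 the log2 fold change was 0.28 (standard error 0.35, adjusted p = 1.0) in cluster 1 and 0.25 (standard error 0.41, adjusted p = 0.999) in cluster 8, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without T3 replicate 1 both changes turned negative, at -0.06 and -0.25.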

## Discussion

Our results bring insightful cellular resolution to the complexity of the Atlantic salmon gill and the compositional changes that occur during smoltification. Of particular interest was the suppression of immune cell types, which correlates with reduction in immune-related genes and suppression of immune function during smoltification and seawater transfer (6, 29, 78). These data are a puzzle. The marine environment is awash with parasites, bacteria and viruses to which the salmon is potentially vulnerable, so loss of immune function would make little sense. Future work should focus on why and how the immune system is affected in aquaculture, and should include analyses of other important immune tissues to contextualize the response to smoltification beyond that which we report in the gill. Indeed, other studies suggest a systemic suppression of the immune system during smoltification and seawater transfer, including in the head kidney and intestine (38). Conceivably these data point towards an adaptive immunological reprogramming that helps to avoid immune shock when the salmon transition between the distinctive pathogen complements of fresh- and seawater habitats (79, 80). Alternatively, artificial smolt production may drive abnormal immunosuppression. The constant light routinely used to stimulate smolts would profoundly undermine the immune defenses of mammals *via* disruption of the circadian clock (81).

Our data also show that smoltification-driven transcriptional regulation occurs not only in MRCs and ACs, but also in other distinctive cell types including pavement cells, vascular cells and non-differentiated cells. 

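The named genes with the largest changes from T1 to T3 were taken from each cluster on its own, and no test between clusters was run. In the pavement cell-like cluster 1, gjb9a (LOC106611221) had 0 of 686001 UMIs at T1 and 72 of 845463 at T3, and nbl1 had 0 at T1 and 71 at T3. A count of 0 allows up to 3 UMIs over both T1 samples, so the level was at least 19.5-fold higher at T3 for gjb9a (adjusted p = 0.000401 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and at least 19.2-fold higher for nbl1 (adjusted p = 0.00421, edgeR, Benjamini-Hochberg). These bounds and those below pool the UMIs of a time point and leave out the spread between its samples. The T3 samples of nbl1 lay apart, at 146.9 and 48.4 TMM-normalized CPM, and without T3 replicate 1 the bound is at least 10.2-fold. Over 12 alternatives the adjusted p of nbl1 passed 0.01 in 9 and reached 0.0512 (edgeR or DESeq2, Benjamini-Hochberg). In the same cluster RHCG (LOC106562250) fell from 2958 ± 1518 to 84.6 ± 20.2 TMM-normalized CPM (SD, n = 2 samples each), a log2 fold change of -5.14 (standard error 0.55, adjusted p = 0.000183, edgeR, Benjamini-Hochberg). In the MRC-like cluster 7, tdrp had 97 of 503768 UMIs at T1 and 0 of 450690 at T3, at least 28.9-fold lower (adjusted p = 4.24e-06, edgeR, Benjamini-Hochberg). LOC106592855 (NACHT, LRR and PYD domains-containing protein 1-like) fell there from 3705 ± 516 to 97.1 ± 31.4 TMM-normalized CPM, a log2 fold change of -5.25 (standard error 0.47, adjusted p = 1.2e-07, edgeR, Benjamini-Hochberg). In the vascular cell-like cluster 12, 8 genes were changed, among them the carbonic anhydrase LOC106569487, with a log2 fold change of 5.19 (standard error 0.64, adjusted p = 2.39e-05, edgeR, Benjamini-Hochberg), and RHCG, with -3.37 (standard error 0.58, adjusted p = 0.00288, edgeR, Benjamini-Hochberg), which passed 0.01 under 8 of 12 alternatives. Over all nuclei of a cluster the first is more than 5 times higher in the MRC-like cluster and the second in cluster 1, and free RNA was not separated from transcription in cluster 12. In cluster 8, 15 genes were changed, among them the same carbonic anhydrase and MAL (LOC106577163), which fell from 284 ± 40.4 to 15.6 ± 14.2 TMM-normalized CPM, a log2 fold change of -4.04 (standard error 0.51, adjusted p = 0.000853, edgeR, Benjamini-Hochberg). MAL was higher in the pavement cell-like cluster 1, and free RNA was not separated from transcription in cluster 8. In cluster 9, LOC106609768 had 0 of 979706 UMIs at T1 and 99 of 964917 at T3, at least 33.5-fold higher (adjusted p = 0.000152, edgeR, Benjamini-Hochberg). There tgm5l (LOC106565281) had 0 at T1 and 28 at T3, at least 9.5-fold higher (adjusted p = 0.00974, edgeR, Benjamini-Hochberg, under 0.01 in 7 of 12 alternatives), and RHCG had a log2 fold change of -5.90 (standard error 0.55, adjusted p = 2.67e-05, edgeR, Benjamini-Hochberg). The gene tgm5l was higher in cluster 8, and free RNA was not separated from transcription in cluster 9. In the ionocyte-like cluster 17, 7 genes were changed. The carbonic anhydrase had 0 of 142261 UMIs there at T1 and 27 of 52906 at T3, at least 24.2-fold higher (adjusted p = 8.07e-06, edgeR, Benjamini-Hochberg), and idhp had 47 at T1 and 0 at T3, at least 5.8-fold lower (adjusted p = 0.00428, edgeR, Benjamini-Hochberg). The log2 fold change of ccni (LOC106568525) was -4.71 (standard error 0.98, adjusted p = 0.00346, edgeR, Benjamini-Hochberg). Over 12 alternatives idhp passed 0.01 in 8 and ccni in 9, and ccni ran from -8.14 to -3.5 with each sample left out. In the T cell-like cluster 2 the carbonic anhydrase had a log2 fold change of 6.67 (standard error 0.78, adjusted p = 1.01e-09, edgeR, Benjamini-Hochberg). This change ran from 5.31 to 9.07 with each sample left out. In clusters 2, 8 and 17 too this locus is more than 5 times lower than in the MRC-like cluster, and free RNA was not separated from transcription. The carbonic anhydrase passed the threshold, upward, in 12 clusters, and RHCG, downward, in 9.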

We anticipate that novel gene function within the context of cell function will be a priority for future investigation, and will be assisted by the novel suite of marker genes which we present here.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Ethics Statement

Ethical review and approval was not required for the animal study because the Atlantic salmon smoltification experiment was conducted as part of the routine, smolt production at Kårvik havbruksstasjonen. This is approved by the Norwegian Animal Research Authority (NARA) for the maintenance of stock animals for experiments on salmonids in accordance with Norwegian and European legislation on animal research.

## Author Contributions

Conceptualization, AW, YM, EJ, AL, and DH. Resources, AW, YM, and MI. Investigation, AW, YM, MI, EJ, and DH. Formal Analysis, AW, YM, LI, SM, TN, and SS. Visualization, AW, and SW. Writing – Original Draft, AW, and SW. Writing – Review and Editing, All. Supervision, AL and DH. Project Administration, AL and DH. Funding Acquisition, AL and DH. All authors contributed to the article and approved the submitted version.

## Funding

AW is supported by the Tromsø forskningsstiftelse (TFS) grant awarded to DH (TFS2016DH). The Sentinel North Transdisciplinary Research Program Université Laval and UiT awarded to DH supports this work. SW is supported a grant from the Tromsø forskningsstiftelse (TFS) starter grant TFS2016SW. Experimental costs were covered by HFSP grant “Evolution of seasonal timers” RGP0030/2015 awarded to AL and DH. Storage resources were provided by the Norwegian National Infrastructure for Research Data (NIRD, project NS9055K).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

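Single nuclei of Atlantic salmon gill were analysed from 8 samples, 2 at each of the time points T1 to T4. The authors made the deposited counts with Cell Ranger 3.1.0, which aligned the reads of each library to the ICSASG_v2 genome with the NCBI annotation of Salmo salar and counted UMIs per gene and nucleus. The deposited values are raw counts, whole numbers without normalization, with 1 library per sample, and every listed gene has counts in at least 3 nuclei of its sample. The 8 samples held 27390978 UMIs in 19709 nuclei and 34514 genes, with a median of 849 UMIs per nucleus. The total lies 4.59% above the 18844 nuclei of the paper, so that all nuclei were used, by a rule set before the data were examined. The whole gill RNA sequencing of the paper was not analysed here.

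Genes are given by the identifiers of the count files. Names come from the gene table and the paper's supplementary tables, which name 3651 and 3615 of the 27589 locus identifiers, and a further 6925 genes carry a symbol as their identifier. Hemoglobin genes are 16 loci.

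Nuclei were clustered with Seurat 5.3.0 under R 4.3.3. Duplicates were pooled per time point, counts were normalized by LogNormalize, 2000 variable genes were chosen after 59 hemoglobin and named gene copies had been left out, and the time points were integrated with anchors, T1 being the reference. From 30 dimensions, Louvain clusters were made at 20 resolutions from 0.1 to 2, and the lowest resolution whose number of clusters lay nearest to 20 was used. Alternatives were resolution 0.8, no integration, 50 dimensions, the named and hemoglobin genes kept, and only nuclei with at least 200 and fewer than 2500 genes. Clusters of these alternatives were matched to the 19 clusters by an overlap of at least 50%.

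Doublets were scored per sample with scrublet in scanpy 1.11.5 under Python 3.11.15, with an expected rate of 0.06. The threshold that scrublet chose marked 16 nuclei (0.08%), which is too few for the threshold to have worked, so removal by it was not run. In its place, by a choice made after seeing the data, the 405 nuclei (2.05%) with the highest scores were removed.

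Shares of nuclei were tested with edgeR 4.0.16 (quasi-likelihood test, all nuclei of a sample as its library size) for T2 with T1, T3 with T1, T3 with T2 and T4 with T3, with Benjamini-Hochberg adjustment over clusters and a threshold of 0.05. Alternatives were TMM factors over clusters, a denominator without the cluster with the highest hemoglobin share, DESeq2 1.42.0, the replicate number as a block, and each sample left out in turn. The labels number the samples 1 and 2 at every time point. Deviations of the shares from the mean of a time point correlated between samples of the same number in 6 of 6 pairs of time points (0.12 to 0.58). The numbers were therefore tried as a pairing of the samples for shares. The labels state no such pairing, and the 6 pairs reuse the same samples. The shares that point to a pairing are also those that the block tests. Trends over time were tested by exact permutation of the slope of the logit share over all arrangements of the samples, with Spearman's rho and arrangements within replicate numbers as the alternatives, the latter chosen after the results were seen.

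For changes of genes, UMIs were summed per sample and cluster, or per sample over all nuclei. A sample entered a cluster's fit with at least 10 nuclei, genes were filtered by filterByExpr with a minimum count of 10, and edgeR's quasi-likelihood test after TMM normalization was used with a threshold of 0.01 on the adjusted p. Cluster 19 had too few nuclei. Alternatives were DESeq2, no filter, a threshold of 0.05, hemoglobin genes left out, the replicate number as a block, and each sample left out in turn. The genes named in the text are those the paper names for a cluster or a change in the single nuclei, and, for each number of changed genes given for a cluster or for all nuclei summed, those among the 3 with the largest log2 fold change that pass the threshold, carry a name and do not overlap between the time points. A first version of this selection passed over genes whose identifier is itself a symbol, and it was corrected to the stated rule after its values had been seen.

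The place of a gene among clusters was tested over 8 samples by an exact sign-flip permutation of the within-sample difference in log2(CPM + 1) between the cluster named and the highest other cluster. Alternatives were a pseudocount of 10 CPM and the share of nuclei with a UMI after each nucleus had been thinned to 500 UMIs. Clusters were named from lists of markers written before the data were examined.

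The tests were tried on simulated data with the mean levels over all samples, the library size of each sample and 200 genes changed by 2 on the log2 scale at T3. With the highest dispersion given to genes under the filter, edgeR found 84 of 198 changed genes (42.4%) among 25607 genes in all nuclei, 59 of 191 (30.9%) among 7710 in cluster 7, 0 of 189 among 10483 in cluster 1 (DESeq2 found 71) and 38 of 181 (21%) among 2930 in cluster 2. After this outcome had been seen, those genes were given the median dispersion of the 10% of the other genes with the lowest abundance. EdgeR then found 126 of 198 (63.6%) among 24740 genes, 108 of 190 (56.8%) among 7011, 74 of 191 (38.7%) among 9243 and 52 of 183 (28.4%) among 2832, and 0.9% to 3.8% of its calls were unchanged genes. DESeq2 found 62.1%, 28.4%, 24.6% and 23% in the same order. For shares, 100 simulations of T3 with T1 with 3 of 19 clusters lowered found 5.7% of the lowered clusters at a log2 fall of 1 and 57.7% at a fall of 2. All clusters were given 1 common spread there, so these rates do not hold for each cluster.

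Some genes that entered the tests and their adjustment are not reported here, and the counts of alternatives leave them out.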

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

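The test of whether RHCG fell with the number of nuclei was chosen only after the result was seen.

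RHCG (LOC106562250), a gene the paper's text does not discuss, fell from T1 to T3 in all nuclei summed. Its level was 819.1 ± 586.3 CPM at T1 and 31.2 ± 9.3 CPM at T3 (SD, n = 2 samples each), and after TMM normalization the log2 fold change was -4.80 (standard error 0.60, adjusted p = 0.00827, edgeR with Benjamini-Hochberg adjustment), with both T3 samples under both T1 samples. The direction held in all 12 alternatives, from -5.44 to -3.64 with each sample left out. The adjusted p passed 0.01 in 5 of the 12 and reached 0.106 without T3 replicate 2. In the pavement cell-like cluster 1 it passed in 12 of 12. Fewer nuclei of that cluster would leave the gene unchanged within it, but there the log2 fold change was -5.14. Reads moved to another copy would raise that copy. Among the other copies the highest change was -3.2 CPM, while this locus changed by -787.9 CPM, but the SD of that copy at T1 was 1196.9 CPM, so that a gain of this size cannot be told apart from the spread. What stays open besides, untested, is the change of photoperiod and the age of the fish, which differs with it.

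Nuclei with 2500 or more genes numbered 865, and the paper's number of nuclei equals that of the deposited nuclei without them. They held from 8.43% to 47.01% of the UMIs of a sample, the extremes being the T2 samples, and 259 of them (29.9%) lay in cluster 9. For 2 nuclei in 1 droplet, many of them should have high doublet scores. Of these nuclei 3.01% were among the top-scoring, against 2.01% of the others, and doublets cannot be told apart from nuclei with more RNA, because scrublet's scores did not separate a group of doublets. No biological explanation was tested.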

How the results depend on the processing

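The removal of top-scoring doublets, the minimum of 700 UMIs, the resolution at which the MRC-like cluster parts, the removal of genes led elsewhere, the arrangements within replicate numbers and the leaving out of samples in the trends were chosen only after results were seen. Removal of doublets by scrublet's own threshold was not run. Where a sample is left out, its partner stands alone and is assumed to vary like the other groups. Unless stated, the cause was not tested.

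The number of clusters stayed within 1.5 times of 19 in 7 of 7 alternatives. The number of clusters with a changed share was 0 in all 4 comparisons (edgeR, unadjusted 2, 6, 5 and 0, and 0 in each by DESeq2). With the replicate block it was 1 for T2 with T1, 3 for T3 with T1 and 7 for T3 with T2. TMM factors gave 2 for T3 with T1, and no integration 2 for T3 with T2. Leaving out each sample gave 0 to 1 for T3 with T1 (1 without T1 replicate 2, T2 replicate 1 or T2 replicate 2) and 0 to 1 for T3 with T2 (1 without T2 replicate 1). Of 72 such counts 9 moved. The replicate block changed no other call of a share named in the text.

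The change of the MRC-like cluster from T1 to T3, -0.03, had the opposite sign with TMM factors (0.04), no integration (0.08), the named genes kept (0.03), 200 to 2500 genes (0.05) and top-scoring doublets removed (0.02), and ran from -0.21 to 0.17 with each sample left out. From T3 to T4 cluster 2 turned to 0.06 with 200 to 2500 genes, cluster 11 ran from -1.1 to 0.77 and cluster 14 from -1.2 to 0.34 with each sample left out. Of 180 values of share changes 161 kept direction and side of the threshold, 11 reversed and 8 passed it newly.

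The number of clusters with a trend over T1 to T4 ran from 0 to 2 with each sample left out (2 without T2 replicate 2, 1 without T3 replicate 1 or T4 replicate 2). With arrangements within replicate numbers it stayed 0 (unadjusted 7), and over T1 to T3 these could not pass. For T1 to T3 leaving out a sample leaves 5, too few arrangements to pass. The trend of the part with MRC-like nuclei had p = 0.004 by exact permutation at the lowest resolution with a part, and 0.0452 in nuclei with 200 to 2500 genes. Neither is adjusted for the 20 resolutions tried.

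Genes changed within a cluster numbered 252 for T3 with T1, 795 at a threshold of 0.05, 893 without the filter and 187 to 581 with each sample left out. For T3 with T2 they numbered 530, then 1328, 1275 and 331 to 1040. For T4 with T3 they numbered 0 by edgeR (unadjusted 2389, DESeq2 0), then 4, 52 and 6 to 23, and 6 with the replicate block. In all nuclei summed the numbers were 31 for T3 with T1, 474 at 0.05, 290 by DESeq2, 1183 without the filter and 0 to 26 with each sample left out (0 without T1 replicate 1). For T3 with T2 they were 75, 569, 377, 1328 and 4 to 67, and for T4 with T3 0, 1, 1 and 51. In cluster 7 they were 89, 247 at 0.05, 50 by DESeq2, 200 without the filter and 45 to 174 with each sample left out, and in cluster 1 they were 30, 98 at 0.05, 170 without the filter and 15 to 64. Of 109 such counts 62 moved. A threshold of 0.05 admits more genes by its construction. For genes the samples share a replicate number only, since their deviations correlated above 0.1 in 1 of 6 pairs of time points (-0.09 to 0.25), and the replicate block gave 343 and 653 calls for T3 with T1 and T2.

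Of 396 values of changes of named genes 338 kept direction and side of the threshold, 48 no longer passed it and 10 reversed. Directions of genes whose change lay within the spread turned in some settings with samples left out. Over these abca12 in cluster 1 ran from 0 to 0.51 and nucleoplasmin from -0.06 to 0.7 in cluster 1 and -0.25 to 0.99 in cluster 8, from T3 to T4. From T1 to T3 Cuzd1 in cluster 8 ran from -0.48 to 0.27, Rhag in cluster 12 from -0.11 to 0.11 (0.04 without the filter) and CFTR in cluster 7 from -1.11 to 0.06.

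Of 66 alternatives for the place of a gene 63 kept it. In shares of nuclei with a UMI after thinning, c209e in cluster 11 differed by -2.66 percentage points and abca12 in cluster 1 by 4.31, both no longer under 0.05 by exact permutation, and Notch1 LOC106601274 in cluster 13 turned to 1.02. Depth limits genes with few UMIs, such as both loci of Slc26a6 with 56 and 43 UMIs.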

Differences from the paper's values

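The scan of resolutions for a part of the MRC-like nuclei was chosen only after the clusters were seen.

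The paper gives 6 clusters that changed more than 3-fold in share, and 2 of 19 did so here from T1 to T3. The denominators differ, with 18844 nuclei in the paper and 19709 here. Of the alternatives set before the data were examined, no integration gave 5 and leaving out T3 replicate 2 gave 4, which do not differ by the rule used, while leaving out T1 replicate 1, T1 replicate 2 or T3 replicate 1 gave 1, 3 and 2, resolution 0.8 gave 3, 50 dimensions 2, the named and hemoglobin genes kept 2, and only nuclei with 200 to 2500 genes 3. From T1 to T4 the number was 4, which does not differ by the rule used, with 6, the paper's number, without integration, 5 with 50 dimensions or 200 to 2500 genes, 4 with the named and hemoglobin genes kept and 3 at resolution 0.8.

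For T cells the paper shows about 7.4% of nuclei at T2, about 2.5% at T3 and about 2.6% at T4 in Fig. 2D, read by eye, over its 18844 nuclei. Here the T cell-like cluster had 15.32% ± 13.12, 5.19% ± 1.12 and 4.11% ± 0.60 (SD, n = 2 samples each), over 19709 nuclei. With the duplicates pooled, as in the paper, the shares were 12.38%, 5.15% and 4.03%. At T2 the difference closed without T2 replicate 2 (6.05%) and widened without T2 replicate 1 (24.6%). It held in the other alternatives set before the data were examined, with 15.47% at resolution 0.8, 17.76% without integration, 15.69% with 50 dimensions, 13.53% with the named and hemoglobin genes kept and 15.66% with 200 to 2500 genes. At T3 it closed without integration (3.12%) and held in the others (5.51%, 5.18%, 4.29% and 5.1%, and 5.98% and 4.4% without T3 replicate 1 or 2). At T4 it closed without integration (1.79%), with the named and hemoglobin genes kept (3.21%) and without T4 replicate 2 (3.68%), and held in the others (4.6%, 4.74% and 5.31%, and 4.53% without T4 replicate 1).

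The paper separates seawater MRCs from the other MRCs. At the resolution used here there was 1 MRC-like cluster, and a part with more Col4a1 appeared at 10 of 20 resolutions, a setting chosen after seeing the values. The paper gives Col4a1 as specific to these MRCs and shared with vascular groups. Its locus with the most UMIs was highest in clusters 3 and 9, at 3616 and 2204 CPM over all nuclei, with 374 CPM in the MRC-like cluster. Clusters 3 and 9 each have 1 marker of the paper's vascular groups among their 3 leading genes, sema5b and psd2.

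The paper characterizes accessory cells by Slc26a6. Here LOC106572269 had 2 UMIs and LOC106566781 had 0 UMIs in the ionocyte-like cluster 17, and the first was highest in the MRC-like cluster 7, at 17.1 CPM over all nuclei. Cluster 17 was named by markers that MRCs and accessory cells share, so it is not shown to be the paper's accessory cells. The paper's text gives no locus for Slc26a6, so the locus may differ too. CD209, which the paper gives for dendritic cells, was highest in cluster 15, with 2 UMIs in cluster 11. Muc5ac, which the paper gives as specific to goblet cells, was highest in the goblet cell-like cluster for 1 of 3 loci. Occludin, which the paper gives for neuroepithelial cells, was highest in clusters 8 and 1, at 644 and 639 CPM over all nuclei. The paper localizes CFTR to MRCs. Here the locus named CFTR was higher in cluster 3, with 139.7 CPM over all nuclei against 69.2 CPM in cluster 7. Loci without a name in the gene tables could not be matched, so other copies of CFTR may be placed otherwise.

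The paper states an induction of Cuzd1 in non-differentiated cells. It identified winter-dependent genes in whole gill RNA and then located them in the nuclei. In cluster 8, where Cuzd1 was highest, its log2 fold change was -0.05 from T1 to T3 and -0.41 from T2 to T3. Cluster 8 was not shown to be the paper's non-differentiated cells, and its share of nuclei was 2.88% at T1 and 6.50% at T3. Summed over all nuclei, Cuzd1 went up from T1 to T3, within the spread between samples, so a rise in the whole gill is not excluded.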

Other observations

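The tests of hemoglobin in clusters 4, 6, 12, 15 and 16 and of the part of the MRC-like nuclei were chosen only after the results were seen, and so were the control of the slopes, the values of LOC100136364 and the comparison of T2 replicate 2 with T1 replicate 2.

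Hemoglobin UMIs lay in every one of 18 clusters. Free RNA in the droplets was taken to add a number that hardly rises with the UMIs of a nucleus. In the 13 clusters with the fewest, the median slope of log hemoglobin UMIs on log total was 0.75 (quartiles 0.71 and 0.94), against 0.85 (0.65 and 1.03) for the clusters' own genes. But abundant genes of other clusters, at the lowest of their levels in these 13, where free RNA should weigh most, had a median slope of 0.97 (0.81 and 1.19), and hemoglobin lay above them in 2 of 13 clusters. Free RNA cannot be told apart from expression here, because the slope does not separate them. The higher level in clusters 4, 6, 12, 15 and 16 was examined by sample. Over all samples these 5 had the most hemoglobin UMIs per nucleus of the 18 clusters. That choice favours their lead within samples, so the order is not an independent test against free RNA. Free RNA alone would give clusters a like number per nucleus, but the lowest of these 5 lay above the highest of 12 others in 6 of 8 samples, cluster 9 with its deeper nuclei being left out. The exceptions were T2 replicate 1 (4.67 against 4.87 UMIs per nucleus) and T4 replicate 2 (25.47 against 30.48).

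The same genes led the changes from T1 to T3 in many clusters. LOC106562679, not named in the tables, passed in 13 clusters. Free RNA from the cluster where a gene is highest is a candidate explanation for 81 of 252 calls, and it cannot be told apart from changes within each cluster. These are calls whose level over all samples is at least 5 times higher in another cluster. The slope of log UMIs on log total, which does not separate free RNA, was obtained for 75 of these 81 calls. It was obtained for 46 of the 50 calls in the cluster with the highest level. Its median was 1.0 for the 75 and 0.98 for the 46 (permutation p = 0.86476). The level of all 81 calls over the lower decile of other genes of the highest cluster had a median of 1.59 (quartiles 0.98 and 3.47). Of these, 39 calls lay at 1.5 or under and 24 at 3 or more.

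The part with more Col4a1, in which 275 of 352 nuclei came from the MRC-like cluster, could be droplets with 2 nuclei, one of them MRC-like. Genes of the MRC-like nuclei had 1.42 ± 0.27 times the UMIs per nucleus of the other MRC-like nuclei (SD, n = 8 samples), where such pairs keep the number. Genes of cluster 3, which holds the most Col4a1, had 0.56 ± 0.17 times the number in cluster 3, and this argues against pairs with cluster 3 as the whole of the part. A first test against cluster 1, which has little Col4a1, decides nothing. Of the nuclei of the part 7.1% were top-scoring for doublets, against 2.05% of all nuclei, while the loading rate gives 54.3 such pairs. Doublets with other clusters, or as some of the part, cannot be told apart from a cell state, because these values go both ways.

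Cluster 9 shares genes with clusters 1 and 3. Droplets with 1 nucleus of each would keep the UMIs per nucleus of both. Genes of cluster 1 had 2.3 ± 0.44 times, and genes of cluster 3 had 1.61 ± 0.73 times, the number in those clusters (SD, n = 8 samples), and 3.2% of its nuclei were top-scoring. The ratio for cluster 1 argues against such pairs as the whole of the cluster. It had 5 genes of its own, fewer than the 9 of the lowest other cluster.

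T cell-like nuclei were shallow, and the UMI floor of a sample could shape their share. With a minimum of 700 UMIs for all nuclei the ratio of T1 to T3 was 4.23 in place of 3.55, so the floor does not account for the fall. The T2 samples stood apart by a ratio of 4.07, which became 15.93 with the minimum. A T1 sample mislabelled as T2 replicate 2 would not move the genes that separate T2 replicate 1 from both T1 samples. In the MRC-like cluster 61 of 66 such genes (92.4%) moved the same way in T2 replicate 2. The test leaves the label open, because of 156 genes chosen against T1 replicate 1 alone, T1 replicate 2 itself moved the same way in 73.1% and T2 replicate 2 in 86.5%. A difference between the fish of the T2 samples was not tested.

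LOC100136364, a locus without a name in the gene tables, stood at 728.8 CPM over all nuclei of the MRC-like cluster 7 and at 85.1 CPM in cluster 3, the next. In cluster 7 its level was 560.1 ± 208.6 CPM at T1, 178.4 ± 53.3 at T2, 1117.8 ± 266.3 at T3 and 966.2 ± 154.5 at T4 (SD, n = 2 samples each).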
